A study of Mus musculus with 2 samples.

How the data were processed

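Macrophages sorted from the mouse small intestine were profiled by droplet single-cell RNA sequencing with the 10x Genomics 3′ chemistry, in which each captured transcript end carries a unique molecular identifier (UMI). Per the labels, intestines of 3 to 4 animals were pooled for each genotype, and live CD45-positive, lineage-negative cells positive for CD11b, MHC class II and CD64 were sorted. The lineage mixture contained antibodies against T cell, B cell, eosinophil and neutrophil markers and against Ly6C. There was 1 library from wild-type animals and 1 from Ccr2-knockout animals. Per the labels, the wild-type cells were split over 2 lanes and are distinguished by the suffix of their barcode. Per the labels, the wild-type animals were male C57BL/6J mice from a commercial breeder and the knockout animals were bred in-house, so that source and genotype were the same split.

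The deposited matrices hold whole-number UMI counts per gene and cell that were not normalised. The software used for counting, its version, the genome build, the annotation and the calling of cells are not recorded in the labels or the file headers, and whether the 2 wild-type lanes were brought to a common depth is also not recorded. The 27998 genes are listed by Ensembl identifier in the same order for both libraries. Of these, 98.7% were found by identifier in GENCODE M21 (GRCm38), and 95.9% of those had the same symbol there. Coordinates are given for GRCm38 from that annotation. The 3′ chemistry counts transcript ends, so genes that share a near-identical 3′ end, such as globin and histone genes, may be divided between paralogues in an unknown way.

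The wild-type lanes shared 5 barcode sequences, against 2.67 expected by chance, so the suffixes were treated as different cells of 1 sample. Ratios between the lanes serve as a technical yardstick and not as replicates. Cells with at least 200 detected genes and at most 10% mitochondrial UMIs were kept. Doublets were scored per lane with Scrublet (scanpy 1.11.5), and the highest-scoring cells were removed up to an expected share of 0.8% per 1000 cells of the lane. Scrublet's automatic threshold marked only 9 of 5628 cells (0.16%) and was therefore not the main choice. Of the 2774 deposited knockout cells 2612 passed the filter and 2557 were retained after removal of 55 doublets. Of the 3054 wild-type cells 3016 passed and 2973 were retained after removal of 43 doublets.

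Counts were scaled to 10000 per cell and log-transformed for clustering. The 2000 most variable genes, 30 principal components, a graph of 15 neighbours weighted by shared neighbours and Leiden clustering (leidenalg 0.10.2, igraph 0.11.9) at resolution 0.8 were used on both libraries jointly, without integration, because integration would remove the genotype along with the batch. Clusters were named from marker lists fixed before the data were examined. The thresholds of the naming rule were set after the clusters had been seen and were revised more than once. A cluster was called macrophage-like when at least 6 of 8 macrophage markers stood at no less than their level over all cells divided by 3. A cluster was given another name when at least 3 markers of that type were at 20 CPM or more and at least 4-fold above all other cells. A cluster that met both conditions, or whose 10 leading genes by fold held more markers of another type than of macrophages, was called mixed. Cells with at least 5% haemoglobin UMIs formed a class of their own. This rule replaced an earlier rule for whole clusters, which under the stricter cell filter had given a large macrophage cluster the wrong name and so lowered the macrophage-like share of the knockout. A mixed cluster led by defensin genes was also kept apart by a rule set after the data were seen. Cells in mixed classes did not enter the gene comparisons, and their shares are given for each library.

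For each library UMIs were summed over macrophage-like cells and scaled to a total of 1000000 per library (CPM). The log2 ratio of knockout to wild type was computed with a pseudocount of 1 CPM for the 7350 genes with a mean CPM of the libraries of at least 10. With 1 library per genotype no test between genotypes was possible, and no p-value, standard error or number of changed genes is given. Sums of counts carry exact Poisson intervals at the 95% level and shares of cells carry exact Clopper-Pearson intervals. Intervals of log2 ratios and of list medians, used to compare settings, came from the spread over Poisson redraws of the counts. All cover counting error only and say nothing about the spread between animals, which the pooling also hides. For each fixed gene list the median log2 ratio is given with its percentile among 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries. For shares of cells with a UMI, each macrophage-like cell was thinned at random to 1000 UMIs, because the libraries differed in depth. This left out 181 knockout cells and 0 wild-type cells.

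Besides Ccr2, a panel of 20 genes and the members of 11 gene lists, the named genes are the 8 highest and 8 lowest log2 ratios among genes whose ratio had the same sign against each wild-type lane and was larger in size than the ratio between the lanes. Mitochondrial and sex-linked genes, and genes whose symbols match patterns for immunoglobulin and T cell receptor genes, were left out of that ranking. These patterns can also match other genes, such as Tradd. The 11 lists were resident macrophage, recruited monocyte, MHC class II, core macrophage, inflammatory cytokine, interferon response, dissociation stress, proliferation, lysosome, neighbours of Ccr2 on its chromosome, and sex-linked genes. These rules, lists and the alternatives below were fixed before the data were examined, except where stated. The inflammatory cytokine and dissociation stress lists were given the fuller treatment of a main result after their values were seen, because their medians were the largest, and the split of the dissociation stress list into immediate-early and heat-shock genes was also made then. The monocyte-marker cluster was kept out of the macrophage-like class by the naming rule.

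Alternatives covered the cell filter (none, or at least 500 genes and at most 5% mitochondrial UMIs), doublet removal (none, or the automatic threshold), each wild-type lane alone, Leiden resolutions of 0.4 and 1.2, 1000 variable genes, and clustering without the genes that differed by 2-fold or more between the libraries and without Ccr2, sex-linked, immunoglobulin, ribosomal and mitochondrial genes (1966 genes in all). They also covered all retained cells in place of macrophage-like cells, median-of-ratios size factors over the genes above the CPM minimum, the mean of each cell's CPM in place of the sum, pseudocounts of 0.1 and 10 CPM, minimum CPM of 2 and 50, and thinning to 500 or 2000 UMIs or not at all. Chosen after the data were seen were the macrophage-like cells together with the monocyte-marker cluster, the cells with 2000 to 4000 UMIs, and the ratios within clusters made without the differing genes. Leaving out replicates and regrouping samples were not possible with 1 library per genotype.

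The steps were tested on simulated data made from the summed counts of the cells that passed the filter, with 200 of 7401 genes changed 2-fold. The median log2 ratio came to 0.99 for raised and -0.97 for lowered genes, and 100% of the changed genes had the right sign. Counting intervals of the log2 ratios, taken from Poisson redraws, held the true value for 94.6% of genes. The simulated counts were themselves Poisson draws, so this checks the computation only. Of 200 random lists of unchanged genes 10.5% fell outside the 5th to 95th percentile. The genes were drawn independently, so this does not cover lists of genes that vary together. Thinning 1000 of the real cells gave a share with a Mrc1 UMI of 32.3%, against 33.1% expected from their counts, and clustering put 100% of simulated cells of mixed types with their own type. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, each on a single thread with fixed seeds.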

Results

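Single-cell transcriptomes of sorted small intestinal macrophages were compared between wild-type mice and mice lacking Ccr2, the chemokine receptor that monocytes use to leave the bone marrow and enter tissue. The comparison asks which macrophages and which of their transcripts differ when recruitment of monocytes through this receptor is removed. Each genotype was represented by 1 library from pooled animals, so no value has a replicate, and every interval below covers counting error only. The wild-type library held 3054 cells and 20766579 UMIs, of which 2128 cells and 14614167 UMIs came from lane 1 and 926 cells and 6152412 UMIs from lane 2. The knockout library held 2774 cells and 7506405 UMIs. The median was 6066 UMIs and 1954.5 genes per wild-type cell, and 2345.5 UMIs and 1062 genes per knockout cell. The wild-type lanes were close to each other, with medians of 6125 and 5973 UMIs. The cell filter removed 1.24% of wild-type cells (95% Clopper-Pearson interval 0.882% to 1.70%) and 5.84% of knockout cells (4.996% to 6.78%).

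The targeted gene was examined to check the labels. Ccr2 (ENSMUSG00000049103) lies on the plus strand of chromosome 9 from 124101950 to 124113557 (GRCm38, GENCODE M21), where it is annotated as a gene. Over all retained cells the wild-type library had 6691 Ccr2 UMIs, or 332 CPM (95% Poisson interval 324 to 340 CPM). The knockout library had 50 UMIs, or 7.13 CPM (5.29 to 9.40 CPM). Without thinning, a Ccr2 UMI was found in 43.5% of wild-type cells (41.7% to 45.3%) and in 1.17% of knockout cells (0.793% to 1.67%). Wild-type cells were deeper, and shares after thinning are given below for macrophage-like cells. In macrophage-like cells the level was 180 CPM in wild type (173 to 187 CPM) and 4.16 CPM in the knockout (2.72 to 6.09 CPM), a log2 ratio of -5.13. A pseudocount of 10 CPM moved this value most, to -3.75. The wild-type lanes had 198 CPM and 135 CPM, a log2 ratio of lane 2 to lane 1 of -0.55.

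Joint clustering of the 5530 retained cells gave 20 clusters, of which 11 were macrophage-like. In 8 of these 11 clusters at least 90% of cells came from 1 library, so these clusters are not read as cell types and their sizes are not compared. The clusters with the highest numbers of knockout cells were cluster 1 with 1040 knockout and 73 wild-type cells, led by Plaur, Vwa1, Thbs1, Tnfaip2 and 2900052N01Rik, and cluster 4 with 651 knockout and 5 wild-type cells, led by Ccl7, Ier3, Egr1, Cd163 and Ccl2. Cluster 4 and cluster 7 (255 knockout and 0 wild-type cells) both had Egr1 and Dusp1, which are in the dissociation stress list, among their 10 leading genes, and cluster 8 (197 knockout and 4 wild-type cells) was led by the metallothionein gene Mt2. The macrophage-like clusters with the highest numbers of wild-type cells were cluster 2 with 880 wild-type and 22 knockout cells, led by Pf4, Art2b, Gsg1, Pltp and C1qb, and cluster 5 with 603 wild-type and 28 knockout cells, led by H2-M2, Ccl24, Npl, Cd63 and Gnl2. Cluster 6 held 316 wild-type and 10 knockout cells and was led by the heat-shock gene Hspa1b, followed by Gm42418, Cd44, Ddx17 and BC005537. Cluster 11 held 106 wild-type and 7 knockout cells and was led by Cbr2, F13a1, Folr2, Fcrls and Serpinf1. Of these, Cbr2 and Folr2 are in the resident macrophage list. Cells of both libraries met in clusters 10, 12 and 13. Cluster 10 (53 knockout and 82 wild-type cells) was led by the interferon-induced genes Rsad2, Ifit1, Ifit3, Ifit2 and Mx1. Cluster 12 (24 knockout and 85 wild-type cells) was led by Top2a, Hist1h2ap, 2810417H13Rik, Stmn1 and Hist1h1b. Cluster 13 (44 knockout and 19 wild-type cells) was led by Ccl24, Htra1, Cela1, Cluap1 and Ikbkap.

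Cluster 3 carried macrophage markers and was led by Plac8, Lsp1, Ccr2, Ccl17 and S100a6. It was named for monocyte markers because Plac8 and Ccr2 were among its 10 leading genes. No other monocyte marker was 4-fold above other cells, so the condition of at least 3 markers was not met. It held 631 of 2973 wild-type cells, or 21.2% (19.8% to 22.7%), and 32 of 2557 knockout cells, or 1.25% (0.858% to 1.76%). The wild-type lanes had 20.8% and 22.1%. Because Ccr2 is among the genes that define this cluster and is the gene deleted, the cells were clustered again without Ccr2 and without all genes that differed by 2-fold or more between the libraries. A monocyte-marker cluster was again found, with 23.2% of wild-type cells (21.7% to 24.8%) and 3.56% of knockout cells (2.87% to 4.35%). Ccr2 did not form this cluster but still counted as a marker in naming it. The difference between the libraries exceeded the counting intervals in both clusterings. In the main clustering it was also larger than the difference between the lanes.

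**Figure D1:**
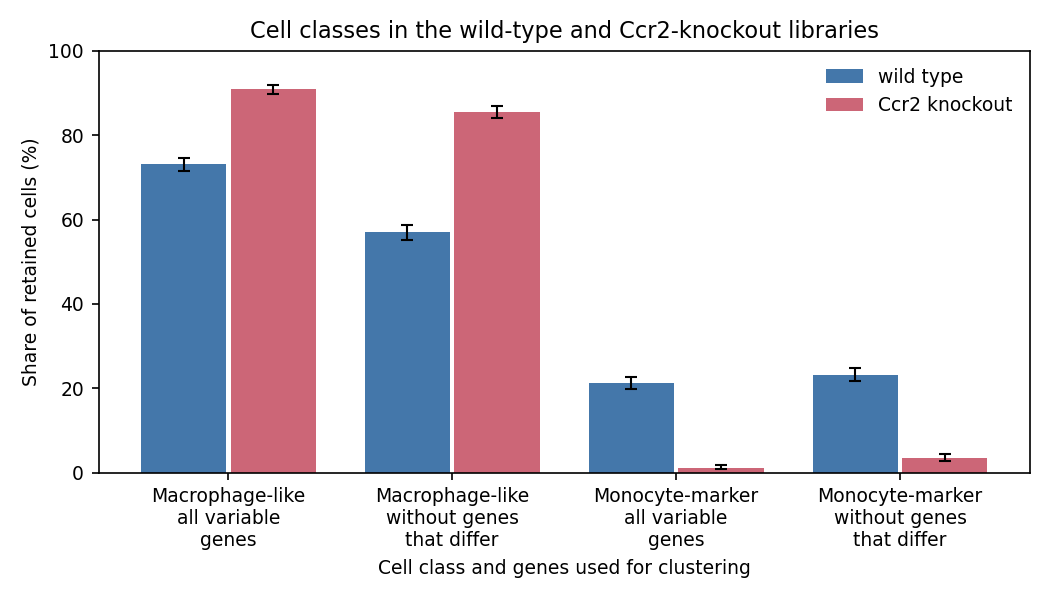
Share of retained cells (%, vertical axis) in the macrophage-like class and the monocyte-marker cluster of the wild-type and Ccr2-knockout libraries, for clustering on all variable genes and for clustering without the genes that differ between the libraries. Bars are single libraries, whiskers are 95% Clopper-Pearson intervals, and the monocyte-marker cluster holds 21.2% of wild-type and 1.25% of knockout cells with all variable genes.

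Macrophage-like cells made up 73.1% of wild-type cells (71.4% to 74.6%) and 90.8% of knockout cells (89.7% to 91.9%). In the clustering without differing genes these shares were 56.9% and 85.5%, the largest move among the alternatives. A defensin-led mixed cluster there took 16.4% of wild-type and 4.58% of knockout cells. The monocyte-marker cluster also grew, from 21.2% to 23.2% in wild type and from 1.25% to 3.56% in the knockout. In the main clustering the remaining cells were few. A mixed cluster with epithelial markers held 3.67% of wild-type and 1.06% of knockout cells. The defensin-led mixed cluster held 0.538% and 1.56%, T cell or ILC-like cells 0.336% and 1.06%, plasma cell-like cells 0.774% and 0.508%, B cell-like cells 0.202% and 0.391%, and haemoglobin-high cells 0.0336% and 0.313%, each given for wild type and then the knockout. Fibroblast-like cells made up 0.168% of wild-type and 0.860% of knockout cells. Endothelial-like cells made up 0.743% of knockout cells and were not seen among 2973 wild-type cells, which allows a share of up to 0.101% (3 counts of the total). An unnamed cluster of 36 cells with a median of 1173 UMIs contained knockout cells alone.

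The share of macrophage-like cells with a UMI was compared for the panel after thinning every cell to 1000 UMIs, which left 2142 knockout and 2172 wild-type cells. The share was higher in the knockout for 12 of the 20 genes. Without thinning, where wild-type cells are deeper, it was higher for 7. Timd4 (chromosome 11, 46810800 to 46844332) was found in 15.5% of knockout cells (14.04% to 17.2%) and 4.70% of wild-type cells (3.85% to 5.67%), and Cd163 (chromosome 6, 124304656 to 124330527) in 13.0% (11.6% to 14.5%) and 4.93% (4.05% to 5.92%). Unthinned, the shares were 32.0% and 18.0% for Timd4 and 22.3% and 13.9% for Cd163. Cd4 was found in 19.7% of knockout and 11.4% of wild-type cells, Mrc1 in 47.0% and 35.8%, and Cx3cr1 in 63.2% and 49.0%. For these 3 genes the unthinned shares were 40.1% and 41.0%, 70.7% and 82.3%, and 83.8% and 89.9%, and thus went the other way, while their CPM were higher in the knockout. As a background, lymphoid-like cells (T cell or ILC-like, B cell-like and plasma cell-like), with medians of 2235 UMIs in the knockout and 7559 UMIs in wild type, were thinned to the same depth. Among 49 such knockout cells 2.04% had a Timd4 UMI, 0% Cd163, 8.16% Cd4, 10.2% Mrc1 and 6.12% Cx3cr1, and among 39 such wild-type cells 0%, 2.56%, 2.56%, 7.69% and 7.69%. T cells can express Cd4 themselves.

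Of the cytokine genes in the panel, Il1b was found in 77.2% of knockout cells (75.4% to 79.0%) and 46.9% of wild-type cells (44.8% to 49.0%), Tnf in 10.9% and 3.31%, and Il10 in 7.10% and 2.85%. Lymphoid-like cells had an Il1b UMI in 24.5% of knockout and 15.4% of wild-type cells, below both values for macrophage-like cells, and a Tnf UMI in 2.04% and 0%. The Il10 share in lymphoid-like knockout cells was 8.16%, not lower than in macrophage-like cells, so the Il10 shares cannot be separated from background or from expression by lymphoid cells. Acp5 was found in 35.9% of knockout and 44.8% of wild-type cells, but lymphoid-like cells differed in the same direction (14.3% and 28.2%), so background is not excluded as the source of this difference. H2-Aa was found in 99.8% of knockout and 99.9% of wild-type cells, and Cd74 in 98.9% and 99.9%, with 53.1% and 74.4% and 57.1% and 71.8% in lymphoid-like cells. Plac8 was found in 2.71% of knockout and 3.55% of wild-type macrophage-like cells, values whose intervals (2.06% to 3.49% and 2.81% to 4.41%) overlapped and which were at or below the lymphoid-like values of 8.16% and 5.13%. The log2 ratio of Plac8 over summed counts was -0.25 in the main setting. Under the alternatives it ran from -0.090 with the stricter cell filter to -1.40 in cells with 2000 to 4000 UMIs. Ccr2 was found in 0.373% of knockout cells (0.161% to 0.735%) and 13.4% of wild-type cells (12.04% to 14.95%), and in 0% and 5.13% of lymphoid-like cells. Ly6c2 and Vsig4 were found in 0 of 2142 knockout cells, which allows a share of up to 0.140% (3 counts of the total), and in 0% and 0.0460% of wild-type cells, so no difference was detectable at this depth. Ly6C was among the markers used for exclusion in the sort.

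**Figure D2:**
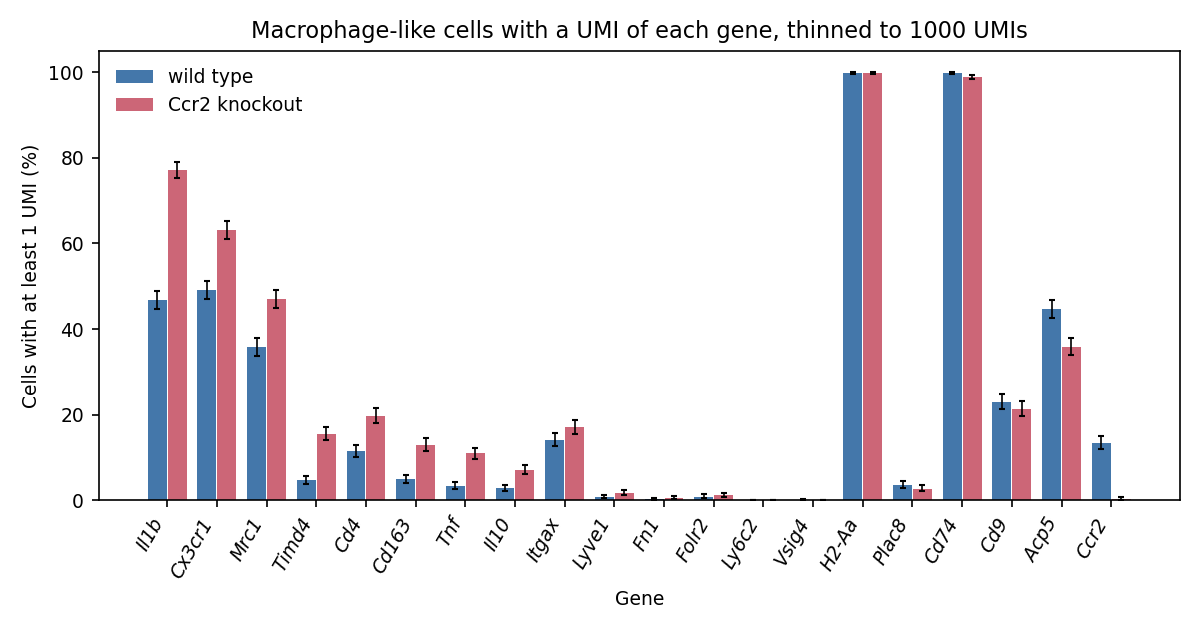
Share of macrophage-like cells (%, vertical axis) with at least 1 UMI of each panel gene (horizontal axis) after thinning each cell to 1000 UMIs, in the wild-type and Ccr2-knockout libraries. Whiskers are 95% Clopper-Pearson intervals, and genes run from the largest excess in the knockout (Il1b, 77.2% against 46.9%) to the largest deficit (Ccr2, 0.373% against 13.4%).

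Summed over macrophage-like cells, 2323 knockout cells with a median of 2388 UMIs were compared with 2172 wild-type cells with a median of 5370 UMIs. The standard deviation of the log2 ratios over 7350 genes was 0.64, against 0.31 between the wild-type lanes over the same genes. From the 5th to the 95th percentile the log2 ratios of knockout to wild type ran from -0.88 to 1.17 and those of lane 2 to lane 1 from -0.67 to 0.32. A pseudocount of 10 CPM moved the standard deviation most, to 0.51. The median log2 ratio of all genes was 0.15, and size factors from the median of ratios removed most or all of this shift, for example lowering the median of the resident macrophage list from 0.88 to 0.73. Ribosomal protein genes, taken as symbols of Rpl or Rps followed by a digit, took 17.4% of UMIs in wild type and 12.2% in the knockout. Mitochondrial genes took 3.45% and 4.17%. The 13 mitochondrial genes had a median log2 ratio of 0.20. Of the genes taken by symbol as immunoglobulin or T cell receptor genes, 1 of each was above the minimum, with log2 ratios of 1.32 and -0.42. Because the symbol patterns also match other genes, it is not settled that either belongs to those families.

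Of the 8 highest ratios, 4 belonged to haemoglobin genes. Hbb-bs (chromosome 7, 103826534 to 103828096) had 325 CPM in the knockout (311 to 339 CPM) and 8.89 CPM in wild type (7.36 to 10.7 CPM), a log2 ratio of 5.04. Hba-a2, Hba-a1 and Hbb-bt had log2 ratios of 4.34, 4.01 and 3.55, and the division of counts among these near-identical genes is uncertain. The size of the ratio depended on the lane for Hbb-bs, with 4.65 against lane 1 and 7.31 against lane 2. The same held for Hba-a1 (3.72 and 5.20) and Hbb-bt (3.31 and 4.42), but Hba-a2 had 4.29 and 4.46. Haemoglobin UMIs were as frequent in lymphoid-like knockout cells (515 CPM, 407 to 644 CPM) as in macrophage-like knockout cells (456 CPM). The other 4 were Mt2 (log2 ratio 3.93, 65.7 against 3.39 CPM; chromosome 8, 94172664 to 94173568), Gm26870 (3.59, with 3.34 and 4.53 against lanes 1 and 2), Vwa1 (3.24, 248 against 25.4 CPM; chromosome 4, 155768149 to 155774698) and Gm29562 (3.24). The lowest ratio was that of Ccr2. It was followed by Hist1h2ae (-2.96), Cd209a (-2.40, 4.64 against 28.8 CPM; chromosome 8, 3743397 to 3748984), Hist1h1e (-2.24), Tppp3 (-2.22, 10.9 against 54.3 CPM; chromosome 8, 105467493 to 105471526), Ifitm1 (-2.17), Hist1h2ap (-2.11) and Anxa2 (-1.95). The histone genes also differed strongly between the wild-type lanes, with log2 ratios of lane 2 to lane 1 of -2.13 for Hist1h2ae, -1.61 for Hist1h1e and -1.19 for Hist1h2ap, so that lane 1 decides much of their values.

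Among the fixed gene lists, the resident macrophage list had 8 genes above the minimum, all higher in the knockout, with a median log2 ratio of 0.88 at the 99.9th percentile of random lists. Timd4 had a log2 ratio of 1.83, Cd163 1.68 and Gas6 1.32. Over all retained cells the median was 1.47 over 7 genes, as Folr2 fell below the minimum, the largest move among the alternatives, and 1.34 over the same 8 genes. The recruited monocyte list had 4 genes above the minimum, Plac8, Ms4a4c, S100a6 and Ly6a, all lower in the knockout, with a median of -0.67 at the 0.31th percentile. These values come from cells outside the monocyte-marker cluster. With that cluster included, the medians were 1.28 for the resident list and -1.38 for the recruited list. The MHC class II list had a median of -0.65 at the 7.62th percentile, with 6 of 7 genes lower and Ciita at 0.11, which became -0.04 with median-of-ratios size factors. In cells with 2000 to 4000 UMIs in both libraries (959 knockout and 613 wild-type cells, with medians of 2824 and 2918 UMIs), a choice that narrows the range of depth and also selects cells, it was -0.21. Most of this difference was thus absent in cells of similar depth, so lower depth in the knockout stays open as its cause. Between the wild-type lanes the MHC class II list had a median of 0.27 at the 99.96th percentile. There the lysosome list stood at the 99.99th percentile, the dissociation stress list at the 0.92th and the proliferation list at the 0th. Extreme percentiles thus also arise between lanes of 1 sample. The resident macrophage, recruited monocyte and inflammatory cytokine lists stood at the 22.7th, 81.4th and 30.7th percentile between the lanes.

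The inflammatory cytokine list had the highest median, 2.23 at the 100th percentile, with all 6 genes above the minimum higher in the knockout. Cxcl1 had a log2 ratio of 3.08, Ccl4 2.64 and Cxcl2 2.60. The dissociation stress list had a median of 1.90 at the 100th percentile but split in 2 directions, a split made after the values were seen. Its 9 immediate-early genes were all higher in the knockout with a median of 1.962, led by Egr1 at 3.15 and Dusp1 at 2.86. Its 3 heat-shock genes were all lower, with Hspa1a at -1.78, Hsp90aa1 at -1.21 and Hspa1b at -0.77. The proliferation list had a median of -0.98, below all random lists, but the wild-type lanes differed from each other by -1.12 on the same genes, so the difference between the libraries was no larger than that between lanes. The interferon response list (0.19 at the 59.8th percentile), the lysosome list (-0.04 at the 43.5th percentile), the core macrophage list (0.04 at the 64.1th percentile) and the neighbours of Ccr2 (0.14 at the 53.6th percentile) did not stand apart from random lists, and with median-of-ratios size factors the core macrophage median became -0.11 and that of the neighbours -0.0071. The core macrophage genes went both ways, from C1qb at -1.32 to Mertk at 1.22. Of the sex-linked genes, Xist and Tsix had 0 UMIs in macrophage-like cells of either library, and the 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were present in both, with a median log2 ratio of 0.55 at the 91.3th percentile.

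**Figure D3:**
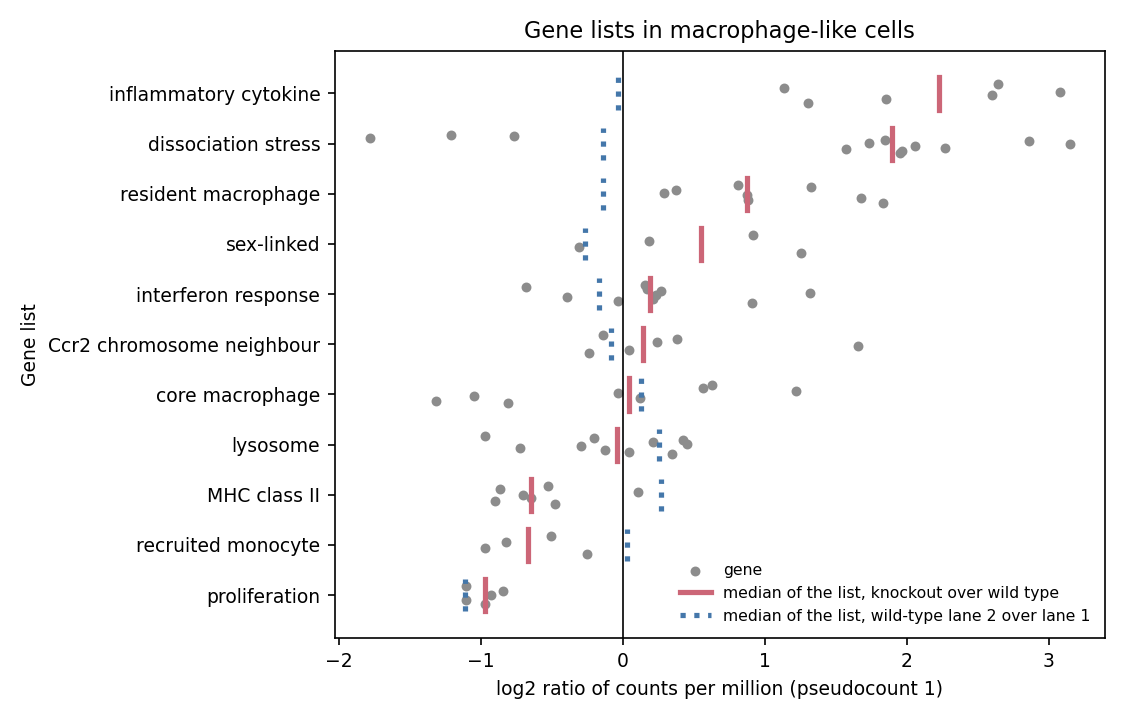
Log2 ratios (horizontal axis, pseudocount 1 CPM) of the genes of each fixed list with a mean CPM of at least 10 in macrophage-like cells. Grey points are genes (knockout over wild type), solid bars the median of the list, and dotted bars the median of the same genes for wild-type lane 2 over lane 1; the inflammatory cytokine list is highest with a median of 2.23 and the proliferation list lowest with -0.98.

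Ratios within clusters were taken to set a difference in the shares of clusters apart from a difference among like cells. The main clusters cannot fully do so, since they were formed with the differing genes, which can shrink ratios within them. Only clusters 1 and 10 were macrophage-like with at least 50 cells of each library. Of 29 pairs of a panel gene and a cluster with a mean CPM of at least 10, 22 pairs (75.9%) had the same direction as over all macrophage-like cells. Timd4 had log2 ratios of 0.97 in cluster 1 and 2.22 in cluster 10, and Ccr2 had -4.05 and -2.80. Il1b (-0.08 and 1.53), Il10 (-0.64 and 2.24), Cd74 (0.11 and -0.56) and Plac8 (0.43 and -0.36) had opposite directions in the 2 clusters, Cd9 was higher in the knockout in both (0.36 and 0.25) against -0.13 over all macrophage-like cells, and Cd163 was lower in the knockout in cluster 10 (-1.44), on 1 knockout and 11 wild-type UMIs. In the clustering without differing genes, a setting added after the data were seen, 7 macrophage-like clusters held at least 50 cells of each library, and 96 of 111 pairs (86.5%) had the same direction. Because the differing genes did not form these clusters, differences in such genes stay within them in part by construction. There, Timd4, Cd4, Cx3cr1, Il1b, Il10 and Tnf were higher in the knockout in 7 of 7 clusters, Cd163 in 6 of the 6 clusters where it passed the minimum, and Cd74 and H2-Aa were lower in 7 of 7. Other panel genes were mixed, with Plac8 and Cd9 higher in 4 of 7 clusters, Mrc1 in 5 of 7, Itgax in 6 of 7, Acp5 in 2 of 7, Lyve1 in 3 of 4 and Folr2 in 2 of 3. The mean log2 ratio over these clusters was 1.78 for Timd4, 1.55 for Cd163, 0.98 for Il1b and -0.49 for Cd74. Over all macrophage-like cells these genes had 1.83, 1.68, 1.31 and -0.70, and in cells with 2000 to 4000 UMIs, without regard to cluster, 1.55, 1.04, 0.94 and -0.085.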

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

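The tests of low-UMI cells by mitochondrial share between 2000 and 4000 UMIs, and of haemoglobin UMIs outside haemoglobin-high cells, were chosen after their results had been seen. Each signal below was higher in the knockout library than in the wild-type library by more than the counting intervals.

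The cell filter removed 5.84% of the knockout cells (4.996% to 6.78%) and 1.24% of the wild-type cells (0.882% to 1.70%). Only 6.17% of the removed knockout cells fell under the minimum of 200 genes, and 152 of the 162 were removed for their mitochondrial share alone, a result that the test, as written beforehand, would have counted against lower depth. That reading was withdrawn once the values for 2000 to 4000 UMIs below had been seen, since depth can also act through the mitochondrial share, so that the number of detected genes decides nothing. Knockout cells with fewer than 2000 UMIs were more frequent (41.5% of deposited cells, against 5.40% in wild type), and 133 of the removed knockout cells were among them. Among cells with 2000 to 4000 UMIs the share above the mitochondrial limit was 2.04% in the knockout (1.29% to 3.08%) and 2.60% in wild type (1.57% to 4.02%), so within this band there was no excess. The excess is therefore consistent with a larger share of low-UMI cells in the knockout library. Whether these are damaged cells, smaller cells or the product of a different cell calling was not tested, and the genotype stays open as a biological reason.

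Haemoglobin-high cells made up 0.649% of the deposited knockout cells (18 cells, 0.385% to 1.02%) and 0.0655% of the wild-type cells (2 cells, 0.00793% to 0.236%). Among retained cells, only 5.83% of the knockout haemoglobin UMIs lay outside such cells, which argues against free RNA as the main carrier of these molecules in the library. The haemoglobin UMIs in macrophage-like knockout cells are a separate matter. Lymphoid-like knockout cells carried haemoglobin at 1.13 times the level of macrophage-like knockout cells, as free RNA spread over all droplets would give, and 65.8% of knockout cells that were not haemoglobin-high had at least 1 haemoglobin UMI, against 8.34% in wild type. A candidate explanation for the haemoglobin genes at the top of the ranking is thus red blood cells that entered or broke in the knockout suspension. No biological explanation was tested.

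Endothelial-like and fibroblast-like cells together made up 1.60% of the retained knockout cells (41 cells, 1.15% to 2.17%) and 0.168% of the wild-type cells (5 cells, 0.0546% to 0.392%). Their summed level of C1qa, C1qb and C1qc was 11.2% of that in macrophage-like knockout cells, under the level that doublets with a macrophage would need. This leaves cells of other types that passed the sort as a possible explanation. A less stringent sort of the knockout sample and a difference between the genotypes cannot be told apart, since there was 1 sort per genotype.

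The unnamed cluster, with a median of 1173 UMIs, contained 1.41% of the retained knockout cells (36 cells) and 0 wild-type cells. It was led by Vwa1, Alpk2, Gm12840, 1500002C15Rik and Slc14a1 and had only 2 of 8 macrophage markers at the required level. No cluster of this kind was found with the stricter cell filter or with 1000 variable genes. Its cause was not tested.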

How the results depend on the processing

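The settings with cells of 2000 to 4000 UMIs, with the monocyte-marker cluster included, and with ratios within clusters made without differing genes were chosen after the data were seen. All alternatives run kept the direction of the Ccr2 ratio, the 5 gene list medians treated here and the monocyte-marker difference. Single genes of a list could change sign, as Ciita did with median-of-ratios size factors (0.11 to -0.04). The sizes changed as follows, measured against the 95% counting interval of the main value. Where no cause is given, the cause was not tested. No paired analysis was possible because each genotype had 1 library.

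The log2 ratio of Ccr2 moved to -3.75 with a pseudocount of 10 CPM, which shrinks ratios of low genes by construction. The standard deviation of log2 ratios (0.64) was 0.69 with the stricter cell filter, 0.63 against lane 1 alone, 0.73 against lane 2 alone, 0.69 over all retained cells, 0.63 with the mean of each cell's CPM, 0.66 and 0.51 with pseudocounts of 0.1 and 10 CPM, 0.65 and 0.71 with minimum CPM of 2 and 50, 0.68 with the monocyte-marker cluster and 0.61 in cells with 2000 to 4000 UMIs.

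The macrophage-like share of the knockout library (90.8%) was 88.1% without a cell filter, 92.4% with the stricter filter and 85.5% in the clustering without differing genes. In wild type (73.1%) it was 68.8% with the stricter filter, 74.8% and 79.4% at resolutions 0.4 and 1.2, 66.5% with 1000 variable genes, 56.9% without differing genes and 71.3% in lane 2. The monocyte-marker share of the knockout (1.25%) was 1.77% with the stricter filter, 0.665% at resolution 1.2 and 3.56% without differing genes. In wild type (21.2%) it was 25.3%, 14.8% and 23.2% under these settings and 26.5% with 1000 variable genes. In each setting run it was larger in wild type.

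The genes above the minimum CPM can differ between settings. The resident macrophage median (0.88) was 1.08 against lane 2, where Cd209f joined the list, 1.47 over all retained cells, where Folr2 fell below the minimum (1.34 over the 8 genes of the main setting), 0.73 with median-of-ratios size factors, 1.32 with a minimum CPM of 50, which removed Folr2, Lyve1 and Cbr2, 1.28 with the monocyte-marker cluster and 0.64 in cells with 2000 to 4000 UMIs. The recruited monocyte median (-0.67) was -0.47 over all retained cells, where Fn1 joined the list (-0.74 over the 4 genes of the main setting), -0.44 with a pseudocount of 10, -0.25 with a minimum CPM of 50, where Plac8 alone was left, -1.38 with the monocyte-marker cluster and -0.99 in cells with 2000 to 4000 UMIs. The MHC class II median (-0.65) was -0.73 with the stricter filter, -0.58 and -0.82 against lanes 1 and 2, -0.72 over all retained cells, -0.80 with size factors, -0.61 with the mean of each cell's CPM, -0.67 with the monocyte-marker cluster and -0.21 in cells with 2000 to 4000 UMIs. The inflammatory cytokine median (2.23) was 2.34 with the stricter filter, 2.34 against lane 2, 2.07 over all retained cells, 2.08 with size factors, 2.13 with the mean of each cell's CPM, 1.93 with a pseudocount of 10, 1.68 and 1.85 with minimum CPM of 2 (which added Il1a and Il12b) and 50 (which removed Cxcl1), 2.08 with the monocyte-marker cluster and 1.92 in cells with 2000 to 4000 UMIs. The dissociation stress median (1.90) was 1.99 with the stricter filter, 1.64 over all retained cells, 1.75 with size factors, 1.83 with the mean of each cell's CPM, 1.66 with the monocyte-marker cluster and 1.69 in cells with 2000 to 4000 UMIs.

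The number of panel genes with a higher share in the knockout (12) fell to 7 without thinning, where the difference in share changed sign for Cx3cr1 (-6.15 percentage points), Cd4 (-0.94), Mrc1 (-11.5), Itgax (-14.8) and Folr2 (-0.25). The deeper wild-type cells account for this by construction. Within clusters, the share of pairs with the same direction (75.9%) was 50% without doublet removal, where 1 cluster with 14 pairs qualified. Against lane 2 alone no cluster had enough cells. Values near 0 changed sign for Cd9, from a log2 ratio of -0.13 to 0.011 against lane 1, 0.062 over all retained cells, 0.031 with the mean of each cell's CPM and 0.094 with the monocyte-marker cluster. The core macrophage median (0.04) was -0.0023 with the stricter filter, -0.082 against lane 2 and -0.11 with size factors, and the median of the neighbours of Ccr2 (0.14) was -0.0071 with size factors. For the 76 other results, 859 values under alternatives were compared, of which 619 lay within the interval, 228 lay outside it and 12 more both lay outside it and changed sign where the main interval excludes 0. In all, 18 values lay on the other side of 0, and 6 of them came from a main value whose interval holds 0. These 6 were the lysosome median (-0.04), which was 0.037 against lane 1, 0.19 over all retained cells, 0.050 with the mean of each cell's CPM and 0.17 with the monocyte-marker cluster, where Gpnmb fell below the minimum, the unthinned Folr2 share, and the difference in share of Plac8 at 500 UMIs (0.061 percentage points). An endothelial-like cluster was not separate without a cell filter, at resolution 0.4 and without differing genes.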

Other observations

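The tests of handling by heat-shock genes, of the monocyte-marker cluster and of knockout Ccr2 UMIs in clusters made without the differing genes, and of cells with 2000 to 4000 UMIs, and the split of the dissociation stress list on which several tests rest, were chosen after the patterns had been seen. The test of knockout Ccr2 UMIs was moved to that clustering after a version in the main clustering, given below, had the same reading. The trend on GC content and transcript length was refitted without each tested set after an initial version that gave the same readings.

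The monocyte-marker cluster was smaller in the knockout library. Depth alone would let the difference vanish in cells of equal depth. Cells were thinned to 1000 UMIs. Of these, 3.13% of knockout (2.47% to 3.92%) and 7.27% of wild-type cells (6.36% to 8.26%) had at least 2 UMIs of the recruited monocyte list. This measure is not cluster membership, and its gap was narrower than that of the cluster (1.25% and 21.2%). It argues against depth as the whole cause, but does not show how much of the cluster difference depth made. Clustering without Ccr2 and without every gene that differed by 2-fold left 3.56% of knockout and 23.2% of wild-type cells in such a cluster. The deleted gene is thus not needed to form the cluster, though it still counted as a marker in naming it. A lower input of recruited monocytes in the knockout is a hypothesis that these values leave open. The source of the animals, the sort and the genotype form the same split and cannot be told apart.

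Knockout cells still carried 50 Ccr2 UMIs in 30 cells, with up to 6 in a cell. None of the 30 cells shared its barcode with the wild-type library (0%, upper limit 11.6%), which argues against stray wild-type molecules carried by shared barcodes. The monocyte-marker cluster held 46.0% of these UMIs (31.8% to 60.7%), but Ccr2 itself helped to form that cluster. In the clustering made without Ccr2, the monocyte-marker cluster held 54.0% of these UMIs (39.3% to 68.2%) and 3.89% of all knockout UMIs, which argues against free RNA spread over all cells. Ccr2 still counted as a marker in the naming of that cluster. In wild type the cluster of the main clustering held 61.7% of Ccr2 UMIs. The values are consistent with transcription of the targeted locus in the few knockout cells of the kind that expresses Ccr2 in wild type. Transcripts of the remaining part of the targeted allele and a few wild-type cells in the suspension stay open, since 3′ counts do not show which part of the coding sequence a molecule held.

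Immediate-early genes and heat-shock genes, both in the dissociation stress list, moved apart. The 9 immediate-early genes had a median log2 ratio of 1.962 and the 3 heat-shock genes -1.21. Lower depth in the knockout would let the former fall below the midpoint to 0 in cells with 2000 to 4000 UMIs, where it was 1.74. Different shares of clusters would do so within clusters, but the main clusters were formed with the differing genes, which can itself shrink ratios within them. In the 2 main clusters with both libraries the median was 1.05, with 0.38 in cluster 1 and 1.66 in cluster 10. That value lay too close to the midpoint for its counting half-width of 0.105 to decide. Clusters made without the differing genes cannot answer this, since they were formed without the immediate-early genes that differ and so keep such differences within them. Removing the trend of log2 ratios on GC content and transcript length left 2.15. These tests argue against depth and against GC content or length as the whole cause, and leave different shares of clusters open. Handling of the cell preparations might raise immediate-early genes, and dissociation often raises heat-shock genes too, which here stood at -1.21. With 1 preparation per genotype, handling and genotype cannot be told apart. The inflammatory cytokine genes, several of which respond to the same signals, rose alongside (2.23), so their level carries the same doubt.

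The resident macrophage list was higher in the knockout with a median of 0.88. It was 0.64 in cells with 2000 to 4000 UMIs, above the midpoint to 0 by little more than its counting half-width of 0.20, 0.92 as the median over genes of the mean of the 2 main clusters that held both libraries (the median over genes was 0.67 in cluster 1 and 0.42 in cluster 10), where a counting half-width of 0.50 left it undecided, and 0.92 after removal of the GC and length trend. Depth and GC content or length as the whole cause are thus not favoured, and different shares of clusters stay open. A greater share of long-lived resident cells in the absence of recruited monocytes may explain it and was not tested apart from the sort, the source of the animals and handling.

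Most genes of the ribosomal protein set were lower in the knockout (median log2 ratio -0.59 over 97 genes, of which 18 were higher). The nuclear RNAs Malat1 (1.08) and Neat1 (2.30) were higher. The set was taken by symbol and can hold other genes with like symbols, such as Rps27rt (1.38). Depth is not favoured as the whole cause, since the median of the ribosomal protein genes was -0.45 in cells with 2000 to 4000 UMIs. After removal of the trend on GC content and transcript length, fitted without the ribosomal protein genes, it was -0.20, so a technical bias with transcript properties could account for most of it. That trend explained 15.1% of the variance of log2 ratios between the libraries and 26.6% between the wild-type lanes. A greater contribution of nuclear RNA from damaged cells was not tested.

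Flanking DNA kept from the strain in which Ccr2 was targeted could change genes next to it. The 46 genes within 10 Mb of Ccr2 on chromosome 9 had a median size of log2 ratio of 0.38, at the 33.3th percentile of random lists, so the region as a whole did not differ more than others. Single genes there did. The largest ratios were those of Csrnp1 (chromosome 9, 119971163 to 119984658), with a log2 ratio of 2.94 against 0.24 between the wild-type lanes, and 2010315B03Rik (chromosome 9, 124291804 to 124312696), with 1.961 against 0.03. Both were picked after their values were seen, and their cause was not tested.

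The 3 subunits of complement C1q, which are made together, did not move together. C1qb had a log2 ratio of -1.32, C1qa -0.81 and C1qc 0.12 (-0.11 against lane 2 alone and -0.04 with median-of-ratios size factors), while the wild-type lanes differed by 0.40, 0.34 and 0.33. The wild-type lanes, though from 1 suspension, differed in haemoglobin outside haemoglobin-high cells (17.5 CPM in lane 1 and 3.49 CPM in lane 2) and in Gm42418, with a log2 ratio of lane 2 to lane 1 of -1.54. No explanation was tested for either.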
